# Midkine-a Regulates the Formation of a Fibrotic Scar During Zebrafish Heart Regeneration

**DOI:** 10.3389/fcell.2021.669439

**Published:** 2021-05-07

**Authors:** Dimitrios Grivas, Álvaro González-Rajal, José Luis de la Pompa

**Keywords:** zebrafish heart regeneration, fibrotic scar, Midkine-a, signaling/signaling pathways, epicardium, collagen

## Abstract

Unlike the hearts of mammals, the adult zebrafish heart regenerates after injury. Heart cryoinjury in zebrafish triggers the formation of a fibrotic scar that gradually degrades, leading to regeneration. Midkine-a (Mdka) is a multifunctional cytokine that is activated after cardiac injury. Here, we investigated the role of *mdka* in zebrafish heart regeneration. We show that *mdka* expression was induced at 1-day post-cryoinjury (dpci) throughout the epicardial layer, whereas by 7 dpci expression had become restricted to the epicardial cells covering the injured area. To study the role of *mdka* in heart regeneration, we generated *mdka*-knock out (KO) zebrafish strains. Analysis of injured hearts showed that loss of *mdka* decreased endothelial cell proliferation and resulted in an arrest in heart regeneration characterized by retention of a collagenous scar. Transcriptional analysis revealed increases in collagen transcription and intense TGFβ signaling activity. These results reveal a critical role for *mdka* in fibrosis regulation during heart regeneration.

## Introduction

The adult mammalian heart has limited regeneration capacity, and myocardial infarction (MI) generates a permanent fibrotic scar that progressively leads to heart failure (Benjamin et al., 2019). Conversely, zebrafish can regenerate damaged cardiac tissue (Poss et al., 2002). Cryoinjury to the zebrafish ventricle results in massive cell death and the formation of scar tissue that gradually resolves, resulting in complete heart regeneration within 90 days (Schnabel et al., 2011; Chablais and Jazwinska, 2012b; Gonzalez-Rosa and Mercader, 2012). The most abundant extracellular matrix (ECM) component responsible for fibrotic tissue formation is collagen (Theocharis et al., 2016). Fibrosis progression is also dependent on the ECM molecule periostin, which promotes collagen cross-linking and fibroblast activation (Ito et al., 2014; Sanchez-Iranzo et al., 2018). In the injured zebrafish heart, the main sources of ECM are epicardial cells and epicardial-derived fibroblasts (Wang et al., 2013; Marro et al., 2016; Sanchez-Iranzo et al., 2018). TGFβ signaling, important for matricellular protein production, is active during regeneration, and chemical inhibition of the pathway decreases collagen deposition and blocks regeneration (Chablais and Jazwinska, 2012b). Heart regeneration is also prevented by inhibition of fibrotic tissue resolution (Xu et al., 2018), indicating that heart regeneration requires both the formation and the removal of the scar tissue.

*Midkine* (*mdk*) is a small, pleiotropic cytokine that is upregulated after injury in several tissues, including the heart, fin and retina (Lien et al., 2006; Luo et al., 2012). Cardiac insult in *Midkine-KO* mice leads to larger injuries and decreased heart function (Horiba et al., 2006; Ishiguro et al., 2011). Prolonged exposure of injured hearts to Midkine results in reduced collagen deposition in both the infarcted and healthy areas of the ventricle (Fukui et al., 2008; Takenaka et al., 2009; Sumida et al., 2010). Additionally, Midkine improves angiogenesis in injured cardiac tissue (Fukui et al., 2008; Takenaka et al., 2009; Sumida et al., 2010), indicating the importance of Midkine in the cardiac response to injury in mammals. Zebrafish have two Midkine genes, *midkine-a* (*mdka*) and its paralog *midkine-b* (*mdkb*), which during early development show complementary patterns of expression in the neural tube (Winkler et al., 2003). In the absence of *mdka*, retina regeneration is impaired, evidenced by decreased Muller glia proliferation and impaired photoreceptor regeneration (Nagashima et al., 2020). Fin regeneration is also delayed, due to an initial decrease in cell proliferation, although ultimately the fin is fully regenerated (Ang et al., 2020). Despite its importance during the cardiac response to injury in mammals, little is known about the role of *mdka* in zebrafish heart regeneration.

Here, we generated *mdka-KO* zebrafish and studied heart regeneration. We found that *mdka* is upregulated upon injury in the activated epicardium. Deletion of *mdka* decreased endothelial cell proliferation and prevented heart regeneration, leading to a persistent injured area enriched in collagen deposition. Transcriptional analysis revealed intense TGFβ signaling activity and increased expression of ECM molecules, including collagen and periostin, revealing a crucial role for *mdka* in the regulation of the fibrotic response upon heart injury.

## Results

### *mdka* Expression in the Regenerating Heart

The expression of *mdka* has been reported to be upregulated upon heart injury in several animal models (Horiba et al., 2006; Lien et al., 2006; Fukui et al., 2008; Sumida et al., 2010). We therefore performed a quantitative PCR (qPCR) analysis in cryoinjured zebrafish hearts to analyse *mdka* expression during regeneration (Figure 1A). *mdka* RNA was already expressed in the heart at 1-day post-cryoinjury (dpci), reaching a peak at 3 dpci, followed by a slight reduction at 7 dpci. We next investigated the expression pattern of *mdka* by *in situ* hybridization (ISH) (Figures 1B–D′). At 1 dpci, *mdka* expression was detected in the epicardium, with no expression in intact hearts (Supplementary Figures 1A,A′ and Figures 1B,B′). At 3 dpci, *mdka* expression was activated in the epicardium, and by 7 dpci the expression became restricted to the multi-layered epicardium covering the injury site (Figures 1C–D′). Epicardial cells maintained *mdka* expression at 14 dpci (Supplementary Figures 1B,B′), and *mdka* remained detectable up to 130 dpci in the epicardium, the area between the cortical and trabecular myocardium, and in the compact layer, hinting at vascular expression (Supplementary Figures 1C,C′). To further define the epicardial localization of *mdka*, we performed fluorescence ISH in heart sections of *Tg(wt1b:GFP)* zebrafish, which express GFP in *wt1b*^+^ epicardial cells after injury (Gonzalez-Rosa et al., 2011). *mdka* ISH was followed by immunostaining for GFP and Aldh1a2, an enzyme involved in retinoid acid synthesis that is expressed in epicardial cells after injury (Kikuchi et al., 2011; Figures 1E–F′′). *mdka* was expressed in GFP^+^ cells (Figures 1F–F′′, arrowheads) and in Aldh1a2 expressing cells (Figures 1F′,F′′, arrows), indicating that injury triggers *mdka* expression in signaling cells. Our results thus show that *mdka* is highly upregulated in the epicardium upon injury and later persists in the activated epicardium.

**FIGURE 1:**
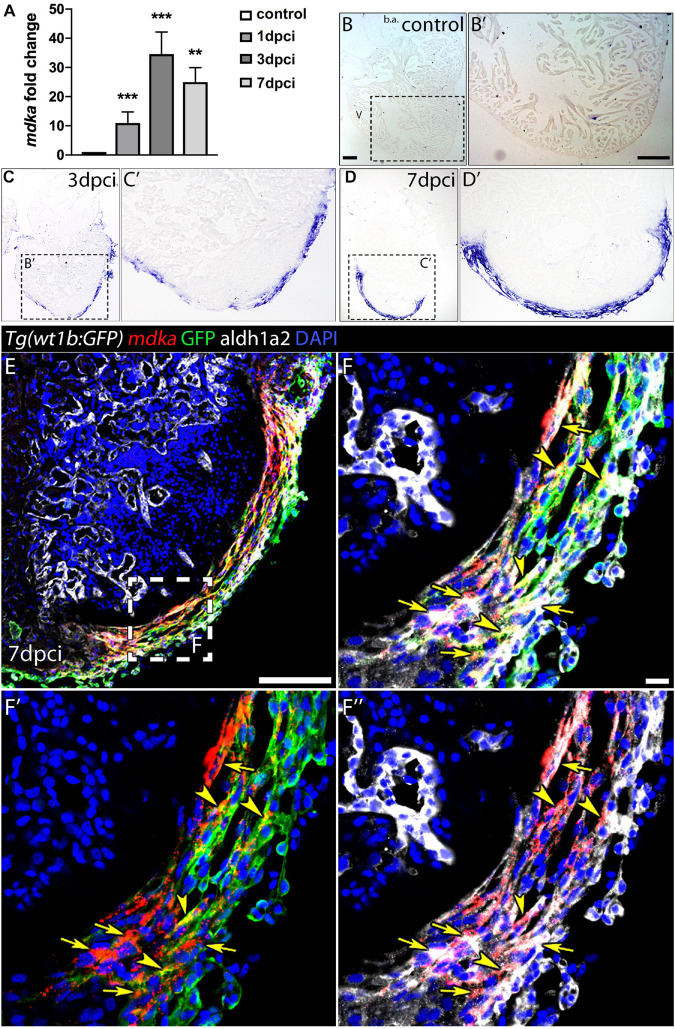
*mdka* expression upon injury. **(A)** qPCR analysis of *mdka* in regenerating hearts. Brown-Forsythe and Welch ANOVA tests; **P < 0.01, ***P < 0.001; Mean ± SD. **(B–D′)** ISH of *mdka* in intact **(B,B′)**, 3 dpci **(C,C′)**, and 7 dpci **(D,D′)** hearts. V, ventricle; b.a., bulbus arteriosus. Scale bars, 100 μm. **(E–F′′)** Fluorescent ISH for *mdka* followed by immunolabeling for GFP and Aldh1a2 in 7 dpci *Tg(wt1b:GFP)* hearts. Arrowheads indicate *mdka*-GFP overlap and arrows *mdka*-Aldh1a2 overlap. Scale bar E, 100 μm; **(F–F′′)**, 10 μm.

### Generation of *mdka* Knock-Out Zebrafish

In zebrafish, *mdka* is not expressed in the embryonic (Winkler et al., 2003) or adult heart; however, our initial analysis showed that *mdka* expression is readily activated in the epicardium after heart injury (Figure 1). The specific induction of high *mdka* expression upon injury suggested that loss of *mdka* might have a significant effect on heart regeneration. Therefore, we generated *mdka* knock-out (KO) zebrafish using CRISPR/Cas9 technology (Figure 2). The *mdka* gene is composed of five exons, and we targeted the third, which corresponds to the N-terminus of the protein (Figure 2A). Gene editing efficiency was high and resulted in equal numbers of deletion and insertion mutations (Figure 2A). Most of the predicted *mdka* mutations had a premature stop codon due to a frame shift in the open reading frame (Figure 2B). We selected the mutant allele *mdka*^*cn105*^ for further characterization (Figures 2A,B). This mutant allele results in severely decreased *mdka* expression, as revealed by whole-mount ISH (WM-ISH) and qPCR analysis (Figures 2C–E). Loss of *mdka* did not affect embryonic development, and *mdka*^*cn105*^ mutants were viable and fertile. We next used qPCR and WM-ISH to examine whether the absence of *mdka* triggered upregulation of *mdkb*. qPCR revealed no change in *mdkb* expression, and WM-ISH confirmed similar *mdkb* expression in *mdka*^+/+^ fish and *mdka*^*cn105*^ mutants (Figure 2E and Supplementary Figures 2A,B). To confirm that Mdka protein expression was lost, we conducted an immunofluorescence analysis of cryoinjured hearts from *mdka*^+/+^and *mdka*^*cn105*^ fish (Figures 2F,G). The strong epicardial expression of Mdka at 7 dpci in *mdka*^+/+^ hearts was completely absent in their *mdka*^*cn105*^ counterparts. Loss of Mdka was confirmed by western blot (WB) analysis (Figure 2H), which showed decreased post-injury Mdka expression in *mdka^+/cn105^* hearts and no expression in *mdka*^*cn105*^ hearts. Furthermore, expression of *mdkb* in *mdka*^*cn105*^ injured hearts was similar to that in *mdka*^+/+^ hearts (Supplementary Figures 2C,D), indicating that the *mdka*^*cn105*^ mutation abolishes *mdka* transcript and protein expression without upregulating potentially compensatory *mdkb* expression.

**FIGURE 2:**
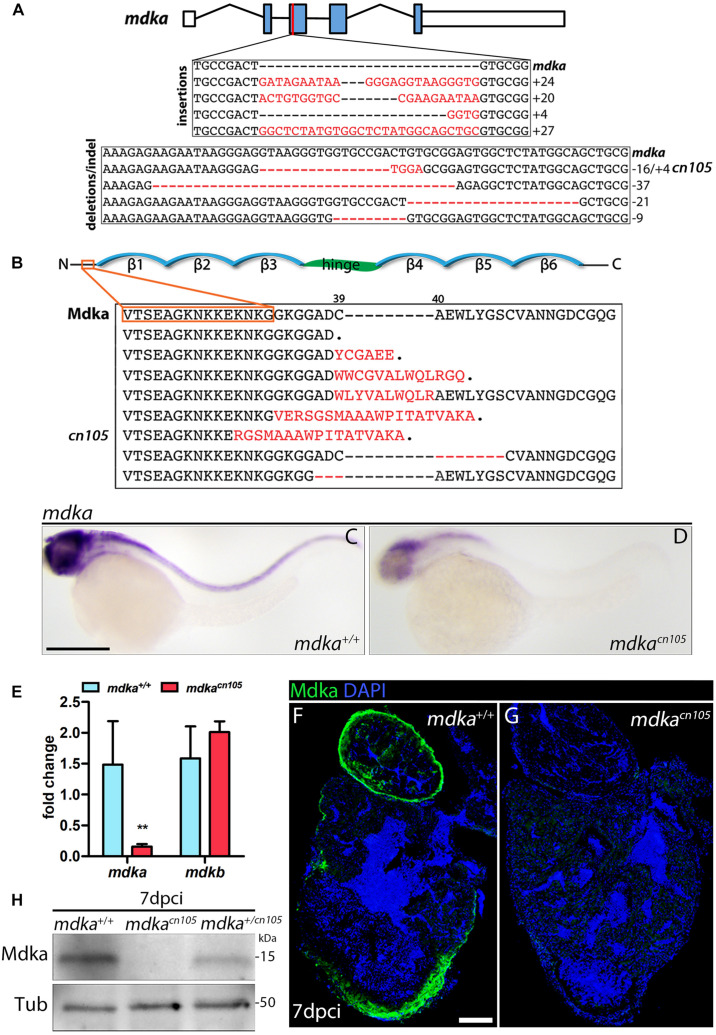
Generation of *mdka-KO* zebrafish. **(A)** The *mdka* locus and DNA mutations introduced by CRISPR/Cas9. The red line indicates the CRISPER target site, red letters indicate insertions, and red hyphens deletions. **(B)** Mdka domain organization and predicted protein mutations. Red letters denote novel amino acids, red hyphen deletions. β stands for beta-strands and the hinge domain is shown in green. **(C,D)** Whole-mount ISH (WM-ISH) for *mdka* in 2-day post-fertilization (dpf) *mdka*^+/+^ and *mdka*^*cn105*^ embryos. Scale bar, 200 μm. **(E)** qPCR analysis of *mdka* and *mdkb* in 2 dpf *mdka*^+/+^ and *mdka*^*cn105*^ embryos. *t*-test; **P < 0.01; Mean ± SD. **(F,G)** Immunofluorescence staining of Mdka in 7 dpci *mdka*^+/+^ and *mdka*^*cn105*^ hearts. Scale bar, 100 μm. **(H)** Western blot analysis for Mdka in 7 dpci *mdka*^+/+^, *mdka*^*cn105*^, and *mdka^+/cn105^* hearts. Tub, a-Tubulin; kDa, kilodalton.

### *mdka-KO* Hearts Fail to Regenerate

We next examined the effect of *mdka* inactivation on heart regeneration. Hearts from *mdka*^+/+^, *mdka^*cn*10^*^5^, and *mdka^+/cn105^* animals were cryoinjured and allowed to regenerate for 90-days. Hearts were harvested and processed for Acid Fuchsin Orange-G (AFOG) staining, which labels collagen, fibrin, and healthy tissue (Figures 3A–C and Supplementary Figure 3). The analysis revealed that *mdka*^*cn105*^ hearts had significantly larger scar area than their *mdka*^+/+^ and *mdka^*cn105*/+^* counterparts (Figure 3D). Additionally, the scar area of *mdka*^*cn105*^ hearts was characterized by persistent collagen deposition compared with *mdka*^+/+^ and *mdka^*cn105*/+^* hearts (Figure 3E). These observations indicate that *mdka* deletion blocks heart regeneration. We further examined the regeneration of the caudal fin after amputation (Supplementary Figure 4). Loss of *mdka* led to a delay in fin regeneration, with fin outgrowth significantly smaller at 7 days post-amputation (dpa); however, regeneration was completed by 14 dpa (Supplementary Figure 4G), as reported previously (Ang et al., 2020).

**FIGURE 3:**
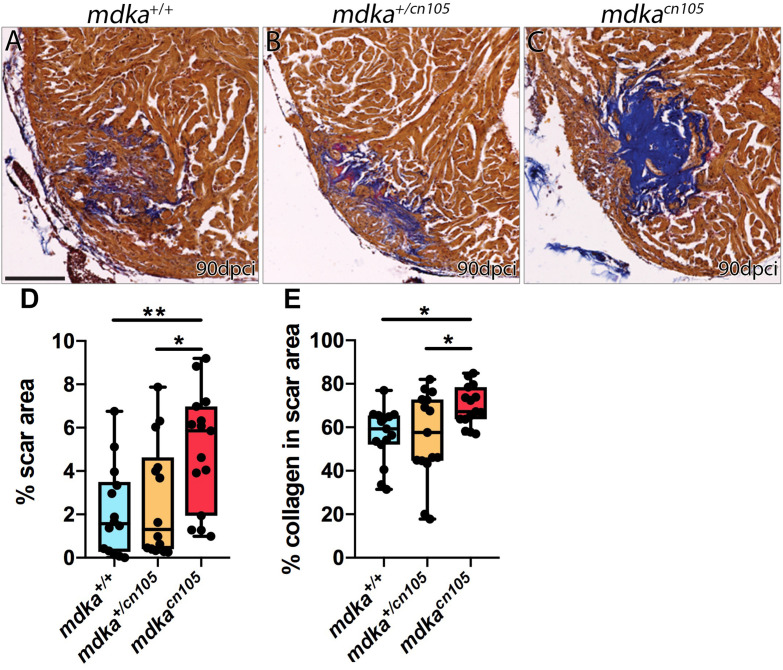
Loss of *mdka* leads to heart regeneration arrest. **(A–C)** AFOG staining of 90 dpci *mdka*^+/+^, *mdka^+/cn*105*^*, and *mdka*^*cn105*^ hearts. Collagen is shown in blue, fibrin in red, and healthy myocardium in brown. Scale bar, 100 μm. **(D)** Quantification of the scar area normalized to the total ventricle area. *n*_WT_ = 14, *n*_KO_ = 15, *n*_HET_ = 14. **(E)** Percentage of collagen in the scar area. *n*_WT_ = *n*_KO_ = *n*_HET_ = 15. Ordinary one-way anova; *P < 0.05; **P < 0.01; Mean ± SD.

### Increased Fibrosis in Injured *mdka*^*cn105*^ Hearts

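RNA was sequenced from ventricular apexes collected at 7 days post-cryoinjury (dpci), in 3 pools of 3 apexes from *mdka* cn105 fish, which carry a mutated *mdka* allele, and 3 pools of 3 apexes from *mdka*+/+ fish. Each pool gave a separate stranded library, so the replicate is the pool and not the single heart. The authors mapped the reads against the zebrafish reference transcriptome GRCz11 and estimated gene expression levels with RSEM, a program that divides a read matching several transcripts among them. The deposited values are RSEM expected counts for 32520 Ensembl genes, without normalization, and between 18.7% and 20.4% of the values in a library were not whole numbers. The expected counts of the *mdka* cn105 libraries (replicates 2, 3 and 4) summed to 25195457, 20184593 and 18940128, with a median of 20184593. Those of the *mdka*+/+ libraries (replicates 1, 2 and 4) summed to 23101650, 19825972 and 19936967, with a median of 19936967. The 10 most abundant genes took between 14.2% and 16.6% of the counts in the *mdka* cn105 libraries and between 17.3% and 19.4% in the *mdka*+/+ libraries. The expected counts were rounded to whole numbers, normalized with edgeR's trimmed mean of M-values (TMM) and tested with edgeR's two-sided quasi-likelihood test on the 17879 genes that passed edgeR's default filter on low counts. TMM factors lay between 1.02 and 1.07 in *mdka* cn105 libraries and between 0.932 and 0.974 in *mdka*+/+ libraries, so TMM lowers log2 fold changes relative to scaling by library size alone. Log2 fold changes are given as *mdka* cn105 over *mdka*+/+. The methods set a raw *P*-value threshold of 0.05 without correction for multiple testing and do not name the test. Here, *p*-values adjusted by the Benjamini-Hochberg method over all tested genes are given beside the unadjusted ones. The rows of Supplementary Table 1 used here also list adjusted *P*-values from the paper, which did not set its threshold. The 3 values of each genotype allow no exact permutation *p* below 0.1 for a single gene.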

To further study the effect of *mdka* deletion, we compared the transcriptional profile of 7 dpci *mdka*^+/+^ and *mdka*^*cn105*^ ventricles by RNA-seq. 

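The targeted gene, *mdka* (ENSDARG00000036036), lies on the forward strand of chromosome 7 of GRCz11 from 39166460 to 39178198. In the *mdka* cn105 libraries its counts, scaled to a common library size with TMM (CPM), were 81.8, 132 and 139, against 429, 731 and 1070 in the *mdka*+/+ libraries. Its mean CPM was 118 ± 31.4 (SD, n = 3 pools) in *mdka* cn105 and 743 ± 320 (SD, n = 3 pools) in *mdka*+/+, so that 15.8% of the *mdka*+/+ transcript level was left. The log2 fold change was -2.66 (standard error 0.36), with an unadjusted *p* of 8.81e-05 and an adjusted *p* of 0.0944 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 17879 genes tested, 2157 had an unadjusted *p* under 0.05, which is 12.1% of them, where 894 would pass if no gene had changed. Of these, 1009 were upregulated and 1148 downregulated in *mdka* cn105 ventricles. After Benjamini-Hochberg adjustment over all tested genes, 1 gene had an adjusted *p* under 0.05 in edgeR's quasi-likelihood test. The alternative that moved the adjusted count most was DESeq2's Wald test, with 445 genes. In simulated data that test called 39 unchanged genes beside 99 changed ones at the same threshold. The split between directions depended on the normalization. Upregulated genes made up 46.8% of the genes under the unadjusted threshold with TMM and 80.6% when only library size was used (2081 upregulated and 501 downregulated), a setting that moved the median log2 fold change of all genes from -0.01 to 0.13.

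**Figure D1:**
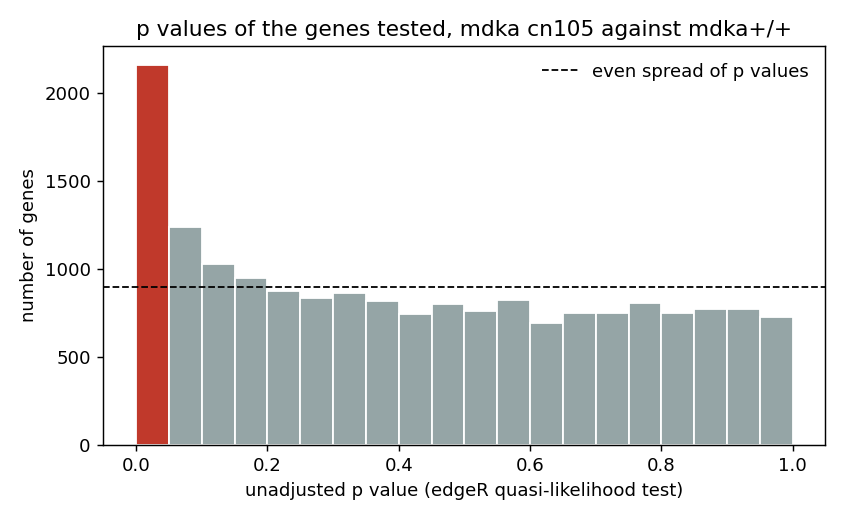
Number of genes (vertical axis) by unadjusted *p* from edgeR's quasi-likelihood test (horizontal axis, in bins 0.05 wide) for *mdka* cn105 against *mdka*+/+ ventricles, with the dashed line at the height an even spread would give. The red bar holds the 2157 genes under 0.05.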

The analysis identified 2,029 differentially expressed genes, 990 of them upregulated and 1,039 downregulated (Figure 4A and Supplementary Table 1). Ingenuity pathway analysis (IPA) identified enrichment of processes involved in heart failure, including cardiac fibrosis, heart degeneration, and vascular lesions (Figure 4B). 

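The enrichment itself rests on a proprietary knowledge base and was not repeated. Of the zebrafish orthologs of the genes labelled in Figures 4B,C, apart from *mdka* and the genes named in the text, 14 have a symbol in the rows of Supplementary Table 1 used here, and those rows hold only genes with the smallest *P*-values of the paper. In these 14 genes, 6 were upregulated and 8 downregulated, with unadjusted *p*-values up to 0.0218 and adjusted *p*-values between 0.162 and 0.317 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The *mdka* cn105 values of every one of the 14 lay apart from the *mdka*+/+ values. Among genes for cardiac transcription factors and contractile proteins, *nkx2.5* (chromosome 14) had 106 ± 8.65 CPM (SD, n = 3) in *mdka* cn105 and 142 ± 7.15 (SD, n = 3) in *mdka*+/+ hearts, a log2 fold change of -0.42 (standard error 0.11). The log2 fold changes of *tbx5a*, *tbx5b* and *myh7l* were -0.65, -0.78 and -0.55. The endothelial genes *pecam1* and *vcam1b* had log2 fold changes of -0.37 and -0.55. For *pecam1*, 3 of the 6 fits that each left out a library gave an unadjusted *p* above 0.05, as did normalization by library size only. For *tbx5a* this held in 1 of the 6 fits. The myosin light chain kinase genes *mylka* and *mylkb* rose, with log2 fold changes of 1.02 and 1.97, the latter from a mean of only 1.48 CPM in *mdka*+/+ hearts. The log2 fold change of *cxcr4b* was 0.90 (standard error 0.29). Its unadjusted edgeR *p* was above 0.05 in 1 of the 6 fits (0.062, without *mdka* cn105 replicate 4). A fit with the replicate number as a block lowered its log2 fold change to 0.54, with an unadjusted edgeR *p* of 0.0292. That fit compares the genotypes only within replicates 2 and 4, the numbers present in both.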

Analysis of upstream regulators suggested increased activation of the TGFβ pathway, including Tgfβ1, Tgfbr1, and Smad downstream effectors such as Smad3 and Smad4, whereas the TGFβ inhibitory effector Smad7 was reduced (Figure 4C; Moustakas and Heldin, 2009).

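The regulators named from this prediction, *tgfb1*, *tgfbr1*, *smad3*, *smad4* and *smad7*, were not analysed here at the level of their own transcripts, because no symbol in the rows of Supplementary Table 1 used here pairs them with the identifiers of the count table. IPA predicts the state of a regulator from the differentially expressed genes it regulates, several of which could be measured. The collagen chaperone genes *serpinh1a* (chromosome 10) and *serpinh1b* (chromosome 15), which are paralogs, were upregulated in *mdka* cn105 hearts, with log2 fold changes of 0.77 (standard error 0.17) and 0.59 (standard error 0.15). Mean CPM of *serpinh1a* rose from 74.7 ± 17.2 (SD, n = 3) to 127 ± 4.95 (SD, n = 3). The log2 fold change of *fgfr3* was 0.76 (standard error 0.17). The log2 fold changes of *map2k1* and *vegfab* were -0.39 (standard error 0.12) and -0.44 (standard error 0.14), and both genes had an unadjusted *p* above 0.05 when only library size was used for normalization. The same held for *vegfab* in 3 of the 6 fits that each left out a library, and for *map2k1* in 1 of them. A fit with the replicate number as a block also gave *map2k1* an unadjusted edgeR *p* above 0.05 (0.122, log2 fold change -0.26). In that fit *vegfab* kept an unadjusted *p* under 0.05 (0.0105, log2 fold change -0.53).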

**FIGURE 4:**
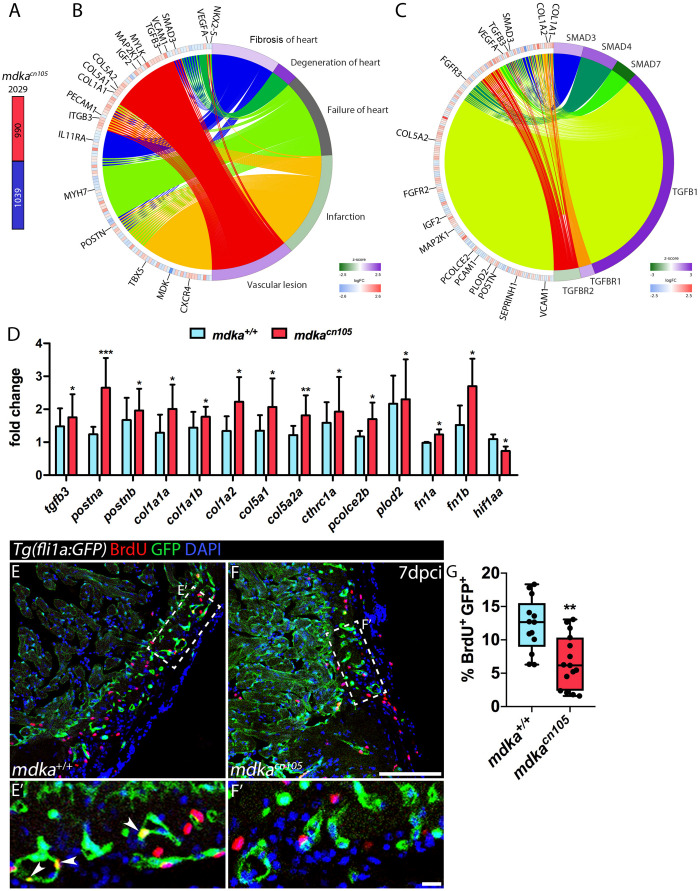
Transcriptional profiling of regenerating *mdka*^*cn105*^ hearts. **(A)** Total number of differentially expressed genes identified by RNA-seq. Numbers indicate upregulated genes (red) and downregulated genes (blue). **(B,C)** Circular plots showing representative differentially expressed genes (left semicircle perimeter) and IPA biofunctions and upstream regulators (right semicircle perimeter). Activation z-score scale: green, repression; magenta, activation; white, unchanged. LogFC scale: red, upregulated; blue, downregulated; white, unchanged. **(D)** qPCR analysis of *mdka*^+/+^ and *mdka*^*cn105*^ 7 dpci hearts. *t*-test; *P < 0.05, **P < 0.01, ***P < 0.001; Mean ± SD. **(E,F)** Immunofluorescence staining of GFP and BrdU in 7 dpci *Tg(fli1a:GFP)* heart sections. **(E′,F′)** Higher magnification of the dashed lines in **(A,F)**. Arrowheads indicate proliferating endothelial cells. Scale bar **(E,F)** 100 μm; **(E′,F′)** 10 μm. **(G)** Quantification of BrdU^+^/GFP^+^ endothelial cells. *n*_WT_ = 13, *n*_KO_ = 15; *t*-test; **P < 0.01; Mean ± SD.

In *mdka*^*cn105*^ hearts, genes associated with fibrosis were significantly upregulated (Supplementary Figure 5). These included genes for the ECM components *col1a1a*, *col1a1b*, *col1a2*, *col5a1*, *col5a2a*, and *postna* (Chablais and Jazwinska, 2012b; Ito et al., 2014). 

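The text names 9 genes associated with fibrosis as upregulated. In edgeR's quasi-likelihood test all 9 had a positive log2 fold change, from 0.51 to 1.00 with a median of 0.65, and an unadjusted *p* under 0.05. For each of the 9, the *mdka* cn105 libraries all lay above the *mdka*+/+ libraries. Their adjusted *p*-values over all tested genes lay between 0.128 and 0.293. Adjusted over only the 11 genes that the text names from the RNA-seq, all 11 were under 0.05, but that list was itself chosen by the paper from these libraries. Across the 6 fits that each left out a library, the log2 fold changes of the 9 genes stayed between 0.38 and 1.15, and 8 of the 9 kept an unadjusted *p* under 0.05 in every fit. The exception was *col1a2* without *mdka* cn105 replicate 3. A fit with the replicate number as a block also gave *col1a2* an unadjusted edgeR *p* above 0.05 (0.101, log2 fold change 0.29), while the other 8 genes stayed under it.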

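The type I collagen genes *col1a1a* (ENSDARG00000012405, chromosome 3 of GRCz11, 23221047 to 23239458) and *col1a1b* (ENSDARG00000035809, chromosome 12, 3095699 to 3133483) are paralogs, and *col1a2* (ENSDARG00000020007) lies on chromosome 19 from 40983221 to 41002980. Mean CPM of *col1a1a* was 1883 ± 236 (SD, n = 3) in *mdka* cn105 and 1224 ± 156 (SD, n = 3) in *mdka*+/+ hearts, a log2 fold change of 0.62 (standard error 0.15, unadjusted *p* = 0.00325 from edgeR). For *col1a1b* the means were 1794 ± 238 and 1235 ± 98.8, with a log2 fold change of 0.54 (standard error 0.14). For *col1a2* they were 1570 ± 208 and 1100 ± 201, with a log2 fold change of 0.51 (standard error 0.17). The type V collagen genes *col5a1* (ENSDARG00000012593, chromosome 21, 6556635 to 6725780) and *col5a2a* (ENSDARG00000031678, chromosome 9, 42653188 to 42696408) had log2 fold changes of 0.62 (standard error 0.17) and 0.67 (standard error 0.12). Among these ECM genes *postna* (ENSDARG00000043806, chromosome 10, 25762196 to 25817854) changed most, from 181 ± 15.5 CPM (SD, n = 3) in *mdka*+/+ to 349 ± 62.0 (SD, n = 3) in *mdka* cn105, a log2 fold change of 0.95 (standard error 0.16, unadjusted *p* = 0.000336 from edgeR). The 5 collagen genes varied together between pools of the same genotype, so they are not independent measurements.

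**Figure D2:**
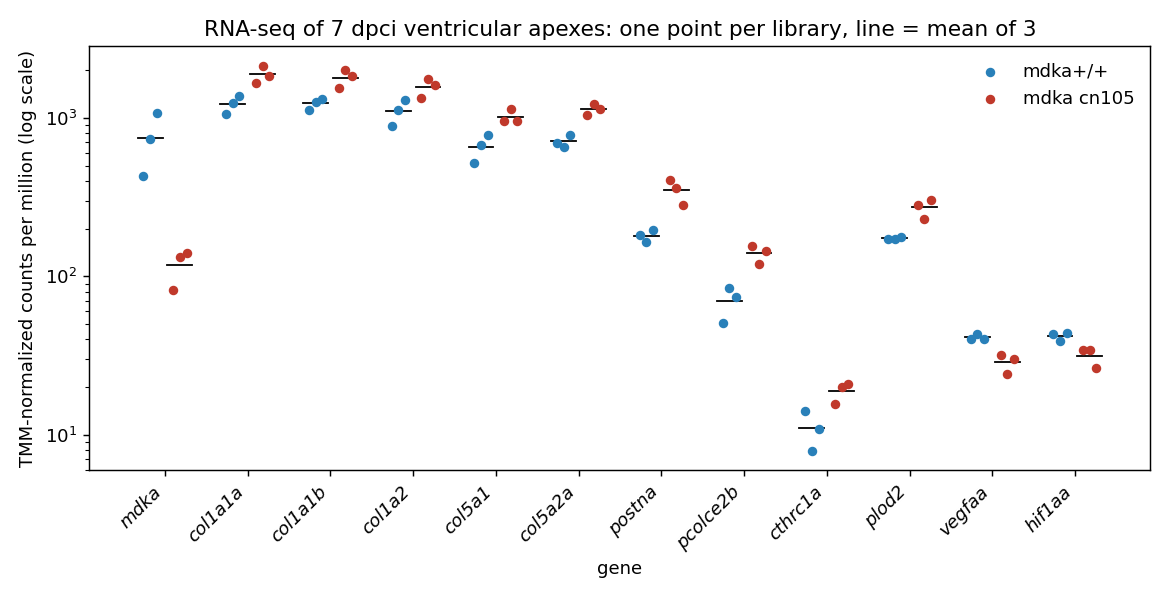
TMM-normalized CPM (vertical axis, log scale) of *mdka* and the 11 genes named from the RNA-seq (horizontal axis), with a point for each library and a line at the mean of the 3 *mdka*+/+ (blue) or 3 *mdka* cn105 (red) libraries. The groups do not overlap for any of these genes, and *mdka* shows the widest gap, from at most 139 CPM in *mdka* cn105 to at least 429 CPM in *mdka*+/+.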

Also upregulated were *pcolce2b*, *cthrc1a* and *plod2*, which are involved in collagen stability and scar tissue formation (Gilkes et al., 2013; Sorci-Thomas et al., 2015; Li et al., 2019). In contrast, expression of *vegfaa* and *hif1aa*, genes required for vascular development and repair, was decreased in *mdka*^*cn105*^ hearts (Marin-Juez et al., 2016; Gerri et al., 2017; Marin-Juez et al., 2019).

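The procollagen C-endopeptidase enhancer gene *pcolce2b* (ENSDARG00000055575, chromosome 24 of GRCz11, 5871589 to 5910811) had 140 ± 17.8 CPM (SD, n = 3) in *mdka* cn105 and 69.98 ± 17.2 CPM (SD, n = 3) in *mdka*+/+ hearts. Its log2 fold change was 1.00 (standard error 0.20, adjusted *p* = 0.164 from edgeR). The collagen triple helix repeat gene *cthrc1a* (ENSDARG00000087198, chromosome 19, 12915498 to 12927089) was the least abundant of the fibrosis genes, with 18.8 ± 2.74 CPM (SD, n = 3) against 10.97 ± 3.15 CPM (SD, n = 3). Its log2 fold change was 0.77 (standard error 0.23, adjusted *p* = 0.246 from edgeR). The lysyl hydroxylase gene *plod2* (ENSDARG00000011821, chromosome 24, 5237709 to 5314707) rose from 173 ± 2.86 CPM (SD, n = 3) to 273 ± 37.9 CPM (SD, n = 3), with a log2 fold change of 0.65 (standard error 0.13).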

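For *vegfaa* (ENSDARG00000103542, chromosome 16 of GRCz11, 4287542 to 4317879), mean CPM was 28.7 ± 4.06 (SD, n = 3) in *mdka* cn105 and 41.3 ± 1.79 (SD, n = 3) in *mdka*+/+ hearts. The log2 fold change was -0.53 (standard error 0.13, unadjusted *p* = 0.00438 and adjusted *p* = 0.213 from edgeR's quasi-likelihood test). For *hif1aa* (ENSDARG00000006181, chromosome 13, 31757331 to 31783663), mean CPM was 31.6 ± 4.55 (SD, n = 3) in *mdka* cn105 and 42.1 ± 2.63 (SD, n = 3) in *mdka*+/+ hearts. The log2 fold change was -0.41 (standard error 0.14, unadjusted *p* = 0.0166 and adjusted *p* = 0.284 from the same edgeR test). The decrease of *hif1aa* was -0.27 on the log2 scale, with an unadjusted edgeR *p* of 0.0691, when only library size was used, and its unadjusted *p* rose to 0.0548 without *mdka* cn105 replicate 4.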

We validated our RNA-seq results by qPCR analysis using a different set of samples that also showed increased expression of *postnb*, *fibronectin1a* and *fibronectin1b* (Figure 4D). We confirmed the transcriptional upregulation of several collagens, including the fibrillar collagens *col1a1a*, *col1a1b*, *col1a2*, *col5a1*, and *col5a2a*, which are found in type I fibrils (Figure 4D; Theocharis et al., 2016). In addition, AFOG staining of 7 dpci hearts showed increased collagen deposition in *mdka*^*cn105*^ injured hearts (Supplementary Figure 6). The matricellular molecules *postna* and *postnb* were also upregulated in *mdka*^*cn105*^ hearts (Figure 4D). Periostin, which is expressed by cardiac fibroblasts is involved in formation of fibrillar collagen and contributes to fibroblast stimulation and persistency in injured hearts (Shimazaki et al., 2008; Sanchez-Iranzo et al., 2018; Dixon et al., 2019). The secretory function of activated fibroblasts, which secrete the ECM proteins that form fibrotic tissue, depends on TGFβ. Therefore, we evaluated TGFβ pathway activation by examining the downstream effector phospho-Smad3 (psmad3) (Supplementary Figure 7). Interestingly, the analysis revealed that phosphorylation of Smad3 was similar in *mdka*^+/+^ and *mdka*^*cn105*^ hearts, suggesting that *mdka* affects TGFβ activation through non-canonical pathways.

We next examined the proliferation of epicardial cells, because of their expression of *mdka*, and cardiomyocytes; however, neither cell type was significantly affected in *mdka* mutants (Supplementary Figure 7), suggesting that Mdka from epicardial or epicardial-derived cells is not required for the initial proliferation burst in the epicardium or in cardiomyocytes. Since Midkine is known to act as a pro-angiogenic factor (Sumi et al., 2002), we also analyzed the proliferation of cortical endothelial cells. We found that endothelial cells adjacent to the injury site proliferate less in *mdka*^*cn105*^ hearts than in control hearts (Figures 4E–G). In addition, we detected reduced transcriptional expression of *hif1aa* in *mdka*^*cn105*^ hearts (Figure 4D). HIF-1a has been shown to positively regulate *Midkine* expression and leads to enhanced angiogenesis (Reynolds et al., 2004), and zebrafish *hif1a* mutants have reduced endothelial cell proliferation in regenerating hearts (Marin-Juez et al., 2019). The decreased expression of *hif1aa* in *mdka*^*cn105*^ regenerating hearts can thus provide an explanation for the decline in endothelial cell proliferation.

Transcriptional analysis of injured *mdka*^*cn105*^ hearts revealed that loss of *mdka* led to upregulation of ECM molecules—including collagens, periostins and fibronectins—and intense TGFβ pathway activity. 

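Of the 11 genes named from the RNA-seq, all 11 changed in the stated direction with an unadjusted *p* under 0.05 in edgeR's quasi-likelihood test, and none had an adjusted *p* under 0.05 over all tested genes. DESeq2's Wald test, applied to the same counts, gave 8 of the 11 an adjusted *p* under 0.05. In simulated data, however, that test called 39 unchanged genes beside 99 changed ones at this threshold. The fibronectin genes and *postnb*, which the paper measured by qPCR, were not analysed here. The paper's upstream regulator analysis proposed increased TGFβ activation, while the paper found Smad3 phosphorylation to be similar in both genotypes and from this proposes that *mdka* acts on TGFβ activation through non-canonical pathways.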

Additionally, the proliferation of the cortical endothelial cells was decreased, suggesting defective revascularization in the regenerating hearts. Therefore, increased fibrosis and persistent scar in *mdka*^*cn105*^ mutant hearts results from contributions of both increased ECM expression and angiogenesis defects.

## Discussion

Midkine is a highly conserved secreted factor that is induced upon injury of different tissues including muscle, retina, fin, and heart (Winkler et al., 2003; Lien et al., 2006; Luo et al., 2012; Ikutomo et al., 2014; Ang et al., 2020). Here, we generated *mdka-KO* zebrafish to study the role of Mdka in heart regeneration upon cryoinjury. Deletion of *mdka* resulted in arrest of heart regeneration and a scar area with increased collagen deposition. Analysis of *mdka*-deficient hearts showed transcriptional upregulation of ECM components such as collagens, periostins and fibronectins. Additionally, the proliferation of cortical endothelial cells was decreased, indicating defective angiogenesis.

Expression analysis revealed that *mdka* is not expressed in intact adult heart but it is highly upregulated upon injury. *mdka* expression was detected at 1 dpci throughout the epicardium, was maintained at 3 dpci, and by 7 dpci, the expression was restricted to epicardial cells surrounding the damaged tissue. Additionally, after the end of regeneration at 130 dpci, we also detected *mdka* in the newly formed compact layer, possibly in the vasculature, as well as in the zone between the cortical and trabecular myocardium, suggesting that regeneration requires prolonged *mdka* expression. This distinct spatio-temporal expression pattern contrasts with data from injured rodent hearts, which show *Mdk* expression in cardiomyocytes and/or endothelial cells, but not in epicardial cells (Obama et al., 1998; Fukui et al., 2008). In 7 dpci zebrafish hearts, the epicardium consists of a heterogeneous cell population that includes macrophages and fibroblasts (Sanchez-Iranzo et al., 2018; Sanz-Morejon et al., 2019). The main source of ECM is fibroblasts (Kendall and Feghali-Bostwick, 2014), and RNA-seq data from *postnb*^+^ cells show that *mdka* is highly upregulated in epicardial-derived fibroblasts in regenerating zebrafish hearts (Sanchez-Iranzo et al., 2018). *mdka* is also widely expressed in the epicardium, and epicardial cells secrete ECM components (Wang et al., 2013), suggesting that *mdka* is involved in scar tissue formation by epicardial and epicardial-derived cells.

To study the function of *mdka* in heart regeneration, we generated *mdka-KO* zebrafish using CRISPR/Cas9 genetic editing. *mdka*^*cn105*^ embryos developed and reached adulthood. Loss of *mdka* did not affect the transcription of the paralog *mdkb* in embryos. Mdka and Mdkb share 68% amino acid identity, and they show non-overlapping expression patterns in the embryos (Winkler et al., 2003). In the adult heart, we detected *mdka* expression only after cardiac injury, suggesting that *mdka* deletion will adversely affect heart regeneration. In *mdka*^*cn105*^ zebrafish, Mdka protein expression was lost in the injured heart without any accompanying activation of *mdkb*, suggesting that functional redundancy in the heart from *mdkb* is unlikely.

Cryoinjury of *mdka*^*cn105*^ hearts resulted in incomplete regeneration at 90 dpci, the final time-point of the regeneration process after cryoinjury. The persistent scar was characterized by the presence of collagen. Gene expression analysis showed that ECM molecules including *col1a1a*, *col1a1b*, *col1a2*, *col5a1*, *col5a2a*, *postna*, *postnb*, *fibronectin1a*, and *fibronectin1b* were upregulated. TGFβ induces transcription of collagens type I and V (Verrecchia et al., 2001). Upon heart cryoinjury in zebrafish, *tgf*β*1* is expressed in the injured area, and inhibition of TGFβ signaling leads to decreased collagen deposition and impairs regeneration (Chablais and Jazwinska, 2012b). Intriguingly, analysis of the TGFβ downstream effector Smad3 revealed comparable phosphorylation of Smad3 in *mdka*^*cn105*^ and *mdka*^+/+^ hearts, suggesting that the effect on the TGFβ pathway is via non-canonical pathways. Collagen is the main ECM scaffolding protein, and our analysis shows that collagen is upregulated in injured *mdka*^*cn105*^ hearts. Specifically, fibril-forming *col1a1a* and *col1a1b* encode pro-collagen chains that combine with the *col1a2* chain to produce type I procollagen molecules. Through enzymatic process, these procollagen molecules produce strong cross-linked fibers that contribute to scarring (Holmes et al., 2018), and these molecules are upregulated after *mdka* deletion. *mdka*^*cn105*^ hearts also showed upregulation of *postna* and *postnb*. In injured hearts, periostin is expressed by epicardial-derived fibroblasts and is involved in fibroblasts activation and persistence during regeneration (Sanchez-Iranzo et al., 2018; Dixon et al., 2019). Periostin is also involved in fibrosis through its stimulation of fibrillar collagen formation (Shimazaki et al., 2008). Also upregulated were *pcolce2b*, *cthrc1a*, and *plod2*. *pcolce2b* is involved in collagen-fibril assembly and ECM formation, is expressed in the epicardium after heart injury in zebrafish, and has been linked to Tgfβ1 stimulation and to pancreatic fibrotic disease (Cao et al., 2016). *cthrc1a* has been shown to contribute to fibrosis progression via TGFβ-dependent enhancement of liver fibrosis (Li et al., 2019), and *plod2* is involved in collagen fiber architecture and fibrosis development (Gilkes et al., 2013). These data indicate that *mdka* deletion triggers upregulation of genes responsible for scar formation and stability.

In zebrafish, heart regeneration after injury depends on both the formation and degradation of the scar tissue (Chablais and Jazwinska, 2012a; Sanchez-Iranzo et al., 2018; Xu et al., 2018). We found that *mdka* expression overlaps with the epicardial markers Wt1b and Aldh1a2, which are also co-expressed with *tcf21*; moreover, *tcf21*^+^ epicardial cells participate in collagen deposition (Kikuchi et al., 2011; Wang et al., 2013; Sanchez-Iranzo et al., 2018). Moreover, transcriptome analysis of *post1b*^+^ fibroblasts revealed that *mdka* is highly expressed by these cells (Sanchez-Iranzo et al., 2018). This suggests that heart regeneration arrest in *mdka-deficient* zebrafish is due to an increased fibrotic response, as evidenced by upregulation of collagens and periostin. This is consistent with findings in the injured mammalian heart, where treatment with Midkine after MI leads to decreased collagen deposition (Takenaka et al., 2009; Sumida et al., 2010). Additionally, *postnb*^+^ fibroblasts are detectable until 90 dpci, which could explain the persistent *mdka* expression that we observed after regeneration was complete. These data suggest that ECM regulation requires *mdka* expression by epicardial cells and epicardial-derived fibroblasts throughout the course of regeneration, and that *mdka* loss leads to increased ECM protein expression, resulting in impaired regeneration. An interesting idea is that *mdka* might be also involved in scar removal, and *mdka* inactivation result in a persistent collagen-rich scar. In this regard, treatment of human skin fibroblasts with Midkine results in increased *MMP2* transcription (Yamada et al., 1997). Future experiments will shed light on this issue.

We also found that *mdka*^*cn105*^ hearts have reduced transcriptional expression of the angiogenesis promoter *hif1aa*. Angiogenesis is necessary for revascularization, and defects in this process results in arrest of regeneration and maintenance of the fibrotic tissue (Harrison et al., 2015; Marin-Juez et al., 2016). *Midkine* contains HIF-response elements in its promoter and is positively regulated by HIF-1a to favor angiogenesis in embryonic mouse lungs (Reynolds et al., 2004). In addition, endothelial cell proliferation is reduced in *hif1a* zebrafish mutant hearts (Marin-Juez et al., 2019). These observations indicate that the reduced endothelial proliferation in *mdka*^*cn105*^ hearts is due to decreased *hif1a* expression. Fast revascularization is crucial for regeneration, since it provides the vascular network necessary for repopulation of the injured area, and coronary vasculature regeneration depends on epicardial signaling (Lavine et al., 2005; Kim et al., 2010). Hence, *mdka*, a secreted injury-induced cytokine, could act as a paracrine factor released from the epicardium and epicardial-derived fibroblast to induce revascularization of the damaged tissue.

Our analysis reveals that *mdka* is readily activated upon injury and is required for zebrafish heart regeneration. Thus, loss of *mdka* results in dysregulation of the fibrotic response and retention of the scar as well as defects in angiogenesis, leading to arrest of regeneration. These results suggest that *mdka* promotes cardiac remodeling through the regulation of collagen turnover and vascularization and show that regulated attenuation of ECM production is an essential step for fibrosis regression and complete regeneration.

## Materials and Methods

### Zebrafish Husbandry and Transgenic Lines

Animal studies were approved by the CNIC Animal Experimentation Ethics Committee and by the Community of Madrid (Ref. PROEX 83.8/20). Animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and scientific purposes, enforced in Spanish law under Real Decreto 53/2013. Zebrafish were raised under standard conditions at 28°C (Kimmel et al., 1995). Fish lines used were the wild-type AB strain (ZIRC) and *Tg(wt1b:EGFP)^*li*1^* (Perner et al., 2007).

### Generation of *mdka* Mutant Alleles

*mdka-KO* zebrafish were generated using the oligonucleotides CACCATAGAGC CACTCCGCACAGT and AAACACTGTGC GGAGTGGCTCTAT, targeting the ACTGTGCGGAGTGG CTCTAT sequence. The oligos were inserted into the pX330 vector (Cong et al., 2013), which was linearized with *Bbs*I (New England Biolabs, Ipswich, MA). The guide mRNA was amplified with the forward primer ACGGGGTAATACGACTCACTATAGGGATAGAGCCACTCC GCACAG, which includes T7 polymerase promoter-specific sequences, and the reverse primer AAAAAGCACCGACTCGGT GCCA. The guide RNA was injected into one-cell stage embryos together with Cas9 protein (NEB). Mutants were identified by PCR using the following primers: *mdka*-Fwd TGTTATGTATGATTCTGCGAT and *mdka*-Rvs ACAGAGGCACAAAACTACCAA. The PCR product was examined in an agarose gel and the mutant animals were identified by the size difference of the PCR products. From the examined injected embryos, 91% were carrying deletions or insertions.

### Heart Cryoinjury and Fin Amputation

Fish were anaesthetized by immersion in fish water containing 0.04% tricaine (Sigma-Aldrich, St Louis, MO) and placed on a wet sponge under a dissecting microscope with the ventral side exposed. The cardiac cavity was dissected using microscissors and microforceps, and the pericardium was removed. The ventricle of the heart was exposed and dried and was then touched with a copper probe previously immersed in liquid nitrogen (Gonzalez-Rosa and Mercader, 2012). The fish were immediately returned to water to recover. Amputation of the caudal fin for regeneration experiments was performed as described (Munch et al., 2013). Briefly, fish were anaesthetized in 0.04% tricaine, and half of the caudal fin was amputated.

### Bromodeoxyuridine Injection

Adult fish were anaesthetized and placed on a wet sponge under a dissecting microscope. 5-bromo-2′-deoxyuridine (BrdU, Sigma-Aldrich, B5002) was diluted in phosphate-buffered saline (PBS) to 2.5 mg/ml, and 30 μl were injected intraperitoneally 24 h before heart dissection.

### Histology, ISH and Immunohistochemistry

Acid Fuchsin Orange G (AFOG) staining, *in situ* hybridization (ISH), fluorescent ISH, and whole-mount *in situ* hybridization (WM-ISH) were performed as described (Munch et al., 2017; Grivas et al., 2020). Primers for riboprobes used in this study are listed in Supplementary Table 2. For immunofluorescence, sections of paraffin-embedded tissue or cryosections were permeabilized with PBT (PBS containing 0.01% TritonX-100) and washed with PBS before incubation in blocking solution (2% bovine serum albumin, 10% goat serum, and 2 mM MgCl_2_ in PBS). Sections were then incubated overnight at 4°C with primary antibodies targeting BrdU (BD Transduction Laboratories, 347580, 1:30), GFP (Aves Labs, Tigard, GFP-1010, 1:200), Aldh1a2 (Gene Tex, GTX124302, 1:200), MEF2 (Santa Cruz Biotechnology, Santa Cruz, CA, sc-313, 1:100), phosho-Smad3 (Abcam, Cambridge, MA, ab52903, 1:200), or Mdka, 1:200 (Calinescu et al., 2009). Sections were then incubated with the appropriate secondary antibody and mounted after DAPI staining.

### Western Blot (WB)

Protein expression analysis by WB was performed as described (Grivas et al., 2020), using antibodies to Mdka (1:500) (Calinescu et al., 2009) and alpha-tubulin (Thermo Fisher Scientific, 62204, 1:5000).

### Image Analysis and Quantification

To analyze cardiomyocyte proliferation, MEF2^+^/BrdU^+^ nuclei were counted in a 100 μm area around the injury and normalized to the total MEF2^+^ cells. For the analysis of epicardial cell proliferation, epicardial/BrdU^+^ cells were counted and normalized to all the epicardial cells. For the coronary endothelial cell proliferation analysis, GFP^+^/BrdU^+^ cells were counted within a 200 μm radius of the injury site and normalized to the total GFP+ cells. For psmad3 quantification, psmad3+/epicardial cells were measured and normalized to the total epicardial cells. To quantify the scar area, the damaged (fibrotic tissue and collagen) and healthy (myocyte) areas were measured and normalized to the total ventricular area. The collagen—scar area index was calculated as the ratio of the collagen area to the whole scar area. At least three sections from the middle of the ventricle, containing at least on valve as anatomical references, of each heart were used for quantifications. For fin regeneration analysis, we measured the outgrowth of the regenerating fin from the amputation plane to the distal tip of the rays. All analyses were performed using Fiji (ImageJ, NIH).

### Gene Expression Analysis

Gene expression was analyzed by qPCR using the power SYBR Green Master Mix (Applied Biosystems, Foster City, CA) and the ABI PRISM 7900HT Real-Time PCR System. Each condition was analyzed using 3–4 biological replicates with 3 technical replicates per sample. Measurements were normalized to the expression of *18s* (in embryos) or of *elf1a* (in adult heart). All primers used for qPCR analysis are listed in Supplementary Table 3. RNA-seq analysis was conducted with 3 pools of 3 apexes from *mdka*^+/+^ or *mdka*^*cn105*^ hearts. cDNA libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) and sequenced on a HiSeq 4000 system (Illumina) to generate 60 base single reads, and data were processed with RTA v1.18.66.3. FastQ files for each sample were obtained using bcl2fastq v2.20.0.422 software (Illumina). The resulting reads were mapped against the reference transcriptome GRCz11.99, and gene expression levels were estimated with RSEM (Li and Dewey, 2011). A single pairwise contrast was performed (KO vs. WT). To increase the number of potentially relevant genes, *p-*values were not corrected for multiple testing, and changes in gene expression were considered significant if associated with a raw *P-*value < 0.05. qPCR provided complementary evidence for the significant differential expression of selected genes, as described above. The resulting collection of 2,029 differentially expressed genes was used for functional enrichment analysis with IPA to derive overrepresented gene lists from Ingenuity’s proprietary knowledge-base (IPAKB). IPAKB-derived gene lists consist of collections of genes belonging to the same signaling or metabolic pathway (Canonical Pathway analyses) that either are regulated by the same molecule (Upstream Regulator analyses) or are associated with the same disease or biological function (Downstream Effect analysis). Enrichments associated with a Benjamini-Hochberg adjusted *P-*value < 0.05 were considered significant. Depending on the number or the type of genes involved, IPA also issued predictions about the activation state of pathways or regulators in the form of a parameter called the z-score; activation or inhibition is indicated by positive or negative values, respectively. Circular plots, summarizing the relationship between selected regulators and target differentially expressed genes were generated with the R package GOplot (Walter et al., 2015).

### Statistical Analysis

Sample sizes, statistical tests, and *P*-values are specified in the figure legends and were determined with GraphPad Prism software (GraphPad Software Inc., San Diego, CA). Statistical *t-*tests were two-tailed. Differences were considered statistically significant at *P* < 0.05.

## Data Availability Statement

Data are deposited in the NCBI GEO database under Accession Number GSE166732.

## Ethics Statement

The animal study was reviewed and approved by Animal studies were approved by the CNIC Animal Experimentation Ethics Committee and by the Community of Madrid (Ref. PROEX 83.8/20). Animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and scientific purposes, enforced in Spanish law under Real Decreto 53/2013.

## Author Contributions

DG and ÁG-R performed experiments. DG and JLP designed the experiments, reviewed all the data, prepared the figures, and wrote the manuscript. All authors reviewed the manuscript during its preparation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Midkine-a Regulates the Formation of a Fibrotic Scar During Zebrafish Heart Regeneration
**Source:** Front Cell Dev Biol. 2021 May 7;9:669439. doi: 10.3389/fcell.2021.669439
**Supplement:** Supplementary file 9

**Supplementary Table 2. Primers for riboprobes.**

| **gene** | **Forward** | **Reverse** | **Reference** |
| --- | --- | --- | --- |
| mdka | CAAAGGAAAGAAAGGCAAGGGG  AAAGGGAACTAAAGG | GACTTTCCAATTGCTACTTTTATACCCC  GCTAGTAAT | This paper. |
| mdkb | CCCAATAGCGGAGACTGT | ATCTTGCCAGTTTTCCTCT |  |

# Supplementary material for: Midkine-a Regulates the Formation of a Fibrotic Scar During Zebrafish Heart Regeneration
**Source:** Front Cell Dev Biol. 2021 May 7;9:669439. doi: 10.3389/fcell.2021.669439
**Supplement:** Supplementary file 10

**Supplementary Table 3. qPCR primers**

| **gene** | **Forward** | **Reverse** | **Reference** |
| --- | --- | --- | --- |
| mdka | ACCGTCTCTGTGACCAAACC | CTTTCCCCTTGCCTTTCTTT | This report |
| mdkb | CAGCATCATATTCACAGCAA | AGAGCTATAGAGAACAAACTCC |  |
| col5a2a | TCAGGAACCTCTGGCCCTAA | TCCAGGCGTACCTGTCAAAC |  |
| cthrc1a | CACTGGCCCGTTACCCATAG | CCACTGTGGATGTTCTGTGGA |  |
| pcolce2b | CACCAGACCCACACCTTTGA | AGTAGTGGCTCTCAGGGGTT |  |
| plod2 | TAGATTTCCTGGGCGGAGGT | GAGTGAGTCGACCTGGATGC |  |
| postnb | TCCAGGGAGAGCCTACCATC | GCTGACCCTCAATCACACGA |  |
| col1a2 | AAGAACCCCGCTCGTACTTG | TCCAGTAGAAACCGCTGCTC |  |
| tgfb3 | AATGGCTGCAGGGTTCA | GGTTTGCTTTACAGTCGCAGT |  |
| postna | GGGAAACAACCTTCAAGTGCT | TGGACTACTCCATTGGATGCC | (Narumanchi et al., 2019) |
| col1a1a | GCTTTTGGCAAGAGGACAAG | TGTCTTCGCAGATCACTTCG | (Landgraf et al., 2017) |
| col1a1b | CCTGGTGCTGCTGGTATTGC | TCTCCATTGTTTCCTTTGGGG | (Zhang et al., 2016) |
| col5a1 | CACCCTATGCCTTATCAGTCTTC | TGTTTCATTTGCTCAATCTCCA | (Hoffman et al., 2010) |
| fn1a | GGAGAACGCTCTACGCAAAC | AGGTCTGGTCTCAGGCACTC | (Burczyk et al., 2015) |
| fn1b | CAGCAGTCCCCCTCTTACTG | CATGACACCTGGATGCAAAC | (Danilova et al., 2018) |
| vegfaa | CGAGAGCTGCTGGTAGACATC | GGATGTACGTGTGCTCGATCT | (El-Brolosy et al., 2019) |
| hif1aa | AGCCGCCACACTTTAGACAT | CCTCTGGATCAAAACCCAAG | (Gerri et al., 2017) |

How the deposited data were processed for this re-analysis (not part of the article)

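RNA from 7 dpci ventricular apexes was sequenced in 6 libraries, 3 pools of 3 apexes from *mdka* cn105 fish and 3 pools of 3 apexes from *mdka*+/+ fish. Libraries were assigned to genotypes and replicate numbers from their labels (replicates 2, 3 and 4 for *mdka* cn105, 1, 2 and 4 for *mdka*+/+), and every library column of the deposited table could be assigned.

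The authors made stranded libraries, sequenced single reads, mapped them against the GRCz11 reference transcriptome of Ensembl and estimated expression with RSEM. The deposited table holds the RSEM expected counts of 32520 genes, not normalized and not filtered. RSEM divides reads that match several transcripts, so the counts of near-identical gene copies are estimates and are uncertain. The 1264 rows of the first sheet of Supplementary Table 1 that were used here list the same counts rounded to whole numbers (7584 of 7584 values were equal), together with gene symbols and GRCz11 coordinates.

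The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (R 4.3.3). Genes were kept by filterByExpr with its default settings (a minimum count of 10 and a minimum total count of 15), which left 17879 genes. Normalization used TMM, and the two-sided quasi-likelihood test compared both genotypes without covariates. Adjusted *p*-values are Benjamini-Hochberg values over all tested genes, from edgeR unless DESeq2 or limma is named. Standard errors were computed from the log2 fold change and the F statistic. CPM are counts scaled to a common library size with TMM, given as mean ± SD over 3 pools.

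Library totals ranged from 18940128 to 25195457 expected counts. With 3 pools per genotype, the spread between pools (common dispersion 0.0555) limits precision more than counting error does for genes as abundant as the collagen genes. The pipeline was tested on simulated data in which 200 of 17879 genes were changed by a log2 fold change of 1. Of the 198 changed genes tested, 81.3% had an unadjusted *p* under 0.05 and 20.7% an adjusted *p* under 0.05 in edgeR's test. DESeq2 recovered 99 of the 198 at the adjusted threshold and also called 39 unchanged genes, against 5 for edgeR.

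The genes named beside the paper's text, and those listed first among the additional observations, were chosen by a rule set before the data were examined. They are the genes the paper names from the RNA-seq or heart qPCR, the orthologs of the labels of Figures 4B,C, and the 10 genes with the smallest *p* whose *mdka* cn105 and *mdka*+/+ values do not overlap. The genes present in only some libraries and the neighbours of *mhc1uba* fall outside this rule and were chosen after their values were seen. Gene symbols were taken only from the supplementary rows, whose largest *P* is 0.0242, so a named gene is by construction a gene the paper's test ranked high. Of the 30 listed orthologs of Figures 4B,C, 14 had a symbol there. The ortholog symbols of the predicted regulators, *mdkb*, and the genes named only from qPCR were not analysed here. A test of all collagen genes as a set was planned and not run, because naming its members from these rows alone would have chosen them by their *p*-values. The gene order of the GRCz12tu assembly was used only for which genes neighbour each other (1124 of 1179 symbols matched).

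The alternatives, set before the data were examined, were DESeq2 1.42.0 with its Wald test, edgeR with relative log expression size factors or with library size only, limma-voom (limma 3.58.1) with either filter, a filter of CPM above 1 in at least 3 libraries, at least 10 counts in every library, no filter, the replicate number as a block, and each library left out in turn. limma-voom with library quality weights was added after seeing the data. Replicate numbers 2 and 4 occur in both genotypes, and neither the paper nor the labels say that equal numbers were processed together. The block fit therefore compares the genotypes only within those numbers, and the libraries without a partner add nothing to its log2 fold changes. The pathway analysis was not repeated because its knowledge base is proprietary. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.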

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

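The tests on *mhc1uba* and the count of splits with an adjusted *p* under 0.05 were chosen after the results were seen.

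Of the 10 genes with the smallest *p* whose groups do not overlap, 9 were higher in *mdka* cn105 than in *mdka*+/+ hearts and are not discussed in the paper. The log2 fold change was 5.22 for *mhc1uba*, 1.05 for *cilp2*, 1.18 for *abcc12*, 1.07 for *snai1b*, 0.86 for *fhl1b*, 1.00 for *lmod1b*, 0.97 for *large2*, 1.04 for *abcg2a* and 0.96 for *tmem45a*. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted *p* was 0.00816 for *mhc1uba* and 0.0735 for each of the other 8. Non-overlap by itself is weak, since 3169 of 17879 genes (17.7%) had groups that do not overlap, where chance gives 10%. The 8 genes other than *mhc1uba* had small spreads within genotypes, as a ranking by *p* favours.

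The genes were picked for the smallest *p*, so their keeping an unadjusted *p* under 0.05 elsewhere shows no stability. Of the 4 splits of the 6 libraries that part both pairs of equal replicate number as the genotypes do, 1 (the genotypes themselves) gave as many genes with an adjusted *p* under 0.05, and a share under 0.05 cannot be reached with so few splits. That count therefore could not have excluded an arbitrary grouping, and it does not bear on any single gene. Of the 6 splits that part fewer pairs, 1 gave 2 such genes and another gave 1.

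*mhc1uba* (chromosome 19 of GRCz11, 7072854 to 7101100) encodes a major histocompatibility complex class I protein. Its counts were 4280, 3024 and 3877 in the *mdka* cn105 libraries and 146, 72 and 53 in the *mdka*+/+ libraries, with a mean of 167 ± 26.3 CPM (SD, n = 3) against 4.44 ± 2.09 CPM (SD, n = 3). A candidate technical explanation is that RSEM assigned it reads of a neighbouring gene. Among the listed genes within 2 Mb, the largest loss in *mdka* cn105 was that of *sdha*, whose mean count fell by 1936, less than the 3637 counts *mhc1uba* gained, which speaks against a neighbour in this list as the source. Within the same distance, *nuggc.2* (7878122 to 7886461) had 31, 22 and 23 counts in the *mdka* cn105 libraries and 0 in each *mdka*+/+ library. Other class I genes have no symbol here and were not examined. A second candidate is a haplotype of the region that differs between the fish of the pools. If changed genes crowded around it, that would fit, but the 100 coding genes on each side held no more listed genes than is common, with 39.1% of windows of that size holding as many. That test had no background limited to expressed genes and would miss a haplotype affecting a single gene, so the difference at *mhc1uba* cannot be told apart from a strain variant in the sequence or copy number of this gene. *abcc12* lies on chromosome 7 (38158604 to 38183331), near *mdka*, which starts at 39166460. Linkage to the mutated allele is weighed for the region within 10 Mb of *mdka* under the other observations. An effect of losing *mdka* remains a hypothesis for all 9 genes.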

How the results depend on the processing

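The counts of genes with an unadjusted *p* under 0.05 ranged from 1976 to 2582 over the 10 alternatives that left out no library, against 2157. The lowest came from the replicate block, which compares the genotypes only within replicates 2 and 4. The other alternatives gave at least 2029. Over the 6 fits that each left out a library, the counts ranged from 1332 to 2772. Upregulated genes ranged from 656 to 1392 and downregulated genes from 676 to 1380 over those 6 fits. With library size only, 2081 genes were upregulated and 501 downregulated (80.6% upregulated against 46.8% with TMM). That setting moved the median log2 fold change of all genes to 0.13, so upregulated genes there include a shift common to the libraries.

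The count of genes with an adjusted *p* under 0.05 was the least stable result. It was 1 with edgeR and 445 with DESeq2 (224 upregulated, 221 downregulated), all 445 of which had an unadjusted edgeR *p* under 0.05. It was 19 with library size only, 19 without a filter on low counts, 2 with limma-voom under either filter, and from 0 to 3 over the 6 fits that each left out a library, where the counts at the unadjusted threshold were at least 1332. It was also 19 with limma-voom and library quality weights, chosen after seeing that *mdka*+/+ libraries vary more than *mdka* cn105 libraries. The cause of these differences was not tested. In simulated data DESeq2 recovered more changed genes than edgeR (99 against 41 of 198) and called more unchanged ones (39 against 5). In that setting edgeR's adjusted threshold missed most simulated changes with a log2 fold change of 1. The simulation changed only 200 of 17879 genes and gave both genotypes the same spread, so these rates may not hold for the real libraries.

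The log2 fold change of *mdka* kept its direction and an unadjusted *p* under 0.05 in all 16 alternatives. It lay between -3.05 (replicate block) and -2.52 over those that left out no library and between -2.94 and -2.30 over the fits that left out a library. Its adjusted *p* over the alternatives that left out no library ranged from 3.82e-13 to 0.0914. Of the 11 genes named from the RNA-seq, 10 or 11 had an unadjusted *p* under 0.05 in the stated direction in every alternative. These genes are the paper's own calls on the same libraries, so this shows no stability. Among the 35 named genes other than *mdka*, no direction changed over 559 comparisons with an alternative. In 17 of them, spread over 7 genes, an unadjusted *p* under 0.05 was lost, 11 times on leaving out a library 4 times with library size only and 2 times in the fit described next.

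With the replicate number as a block, 1976 genes had an unadjusted *p* under 0.05 (1018 upregulated, 958 downregulated) and 4 an adjusted *p* under 0.05. In simulated data the same fit recovered 0 of 198 changed genes at the adjusted threshold and called 5 unchanged ones. The 4 adjusted calls therefore carry little weight. The correlation of deviations from the genotype mean between libraries of equal number was 0.09 for replicate 2 and 0.002 for replicate 4, so the numbers gave no sign of pairing the pools. In that fit the log2 fold change of *mdka* was -3.05, and 10 of the 11 genes named from the RNA-seq had an unadjusted *p* under 0.05. The log2 fold changes of *col1a1a*, *col1a1b*, *col1a2* and *col5a1* were 0.43, 0.38, 0.29 and 0.39, against 0.62, 0.54, 0.51 and 0.62 without the block, and *col1a2* was the gene above that threshold. The libraries that drop out of the comparison, *mdka* cn105 replicate 3 and *mdka*+/+ replicate 1, had the highest and lowest collagen means (10.641 and 9.693 log2 CPM). The smaller values therefore need not come from pairing.

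The test of all collagen genes as a set, with its alternatives (an inter-gene correlation estimated from the data, fibrillar collagens only), was not run, because gene names were at hand only for genes that the paper's test ranked high.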

Differences from the paper's values

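No value compared with the paper's differed by more than the margin set for it in edgeR's quasi-likelihood test with TMM and the default filter. That test gave 2157 genes with an unadjusted *p* under 0.05, 1009 upregulated and 1148 downregulated, against the paper's 2029, 990 and 1039. An alternative set before the data were examined, limma-voom with TMM on the 16166 genes with CPM above 1 in at least 3 libraries, gave 2029 genes, 990 upregulated and 1039 downregulated. Under it the log2 fold changes of the 1264 genes in the supplementary rows differed from the paper's by at most 5e-06. Of those 2029 genes, 1919 also had an unadjusted *p* under 0.05 in edgeR's test. The paper's text does not name its test.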

Other observations

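Of the tests below, the count of splits for genes with an unadjusted *p* under 0.05 was chosen before the data were examined, and the others after the results were seen.

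The genotypes gave more differential genes than other groupings of the libraries. Of the 4 splits that part both pairs of equal replicate number, 1 (the genotypes) reached 2157 genes with an unadjusted *p* under 0.05, and the other 3 gave from 613 to 855. Under limma-voom with CPM above 1 in at least 3 libraries, 1 of the same 4 splits reached 2029 genes, and the other 3 gave from 492 to 740. The 6 splits that part fewer pairs gave from 435 to 1392 genes with edgeR. With 10 splits in all, a share under 0.05 cannot be reached.

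The *mdka*+/+ pools were less alike than the *mdka* cn105 pools. Spearman correlations across genes, which are not independent replicates, were 0.957 to 0.972 within *mdka*+/+ and 0.981 to 0.984 within *mdka* cn105, and those between genotypes reached 0.978. The median SD of log2 CPM was 0.267 in *mdka*+/+ and 0.178 in *mdka* cn105. The first principal component, 33.5% of the variance, set *mdka*+/+ replicate 1 (67.97) apart from the other libraries (-24.09 to 3.71) and did not separate the genotypes. The second, 23.5% of the variance, did separate them, with *mdka* cn105 libraries from 15.09 to 26.6 and *mdka*+/+ libraries from -51.58 to -3.11. No batch is given in the labels, and no biological explanation was tested.

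Listed genes crowd around *mdka*. On chromosome 7 of GRCz11, 27 of the 1264 genes in the supplementary rows start within 10 Mb of *mdka*, 12 upregulated and 15 downregulated. Of the 10 genes with the smallest *p* named by the rule, 2 are among them, *abcc12* and *si:ch211-194p6.12*. In the gene order of GRCz12tu, the 201 coding genes centred on *mdka* hold 18 listed genes, *mdka* included, against a median of 8, and 1.86% of windows of that size hold as many. The width was chosen after seeing the data. The share of windows was 6.34% with 50 genes on each side, 0.20% with 150 and 0.90% with 200. A candidate explanation is a haplotype linked to the mutated allele that differs between *mdka* cn105 and *mdka*+/+ fish, so that neighbours change for reasons of sequence and not through loss of Mdka. The background could not be limited to genes expressed in the heart, so a region rich in expressed genes cannot be told apart from it.

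Some genes were present in one genotype and almost absent in the other, with at least 20 counts in all 3 libraries of one and at most 3 in all 3 of the other. There were 7, chosen after their values were seen. *ggact.2* had 407, 132 and 105 counts in *mdka* cn105 libraries and 0 in each *mdka*+/+ library, and its tandem copy *ggact.3*, which overlaps it on chromosome 1, had 161, 53 and 46 against 0. *si:dkey-18p12.4*, *nuggc.2*, ENSDARG00000095780 and another gene on chromosome 4 were also at or above 20 counts only in *mdka* cn105. *si:ch211-194p6.12* (chromosome 7) had 65, 42 and 90 counts in *mdka*+/+ and 0, 1 and 0 in *mdka* cn105. Of the 4 splits that part both pairs of equal replicate number, 1 (the genotypes) gave 7 such genes and the others 0. Of the 6 splits that part fewer pairs, 1 gave 4 such genes, 2 gave 1 each and the others 0. A candidate explanation is that pools carry different variants or gene copies whatever their genotype. Over the other 30 groupings of the 6 libraries 57 genes showed such a pattern, 37 of them in a single library against the other 5. Such variants therefore may occur among these pools, but the count does not show that the 7 arose that way.

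The 5 collagen genes may reflect a factor shared between them. Within genotypes, the variance of their mean log2 CPM was 0.828 of the average variance of the single genes, where 5 independent genes would give 0.2. Of 10000 random lists matched on expression (median 0.205), 12 had a share as high. Such a factor could be common regulation or the amount of scar tissue in each pool, and the test does not separate these. The smaller share of counts on the 10 most abundant genes in *mdka* cn105 libraries would raise every other gene by 0.048 on the log2 scale. With library size only, which leaves differences in composition uncorrected, the collagen gene that changed least had a log2 fold change of 0.65, so that share alone is too small to account for it. Shifts of composition beyond these 10 genes were not covered by this test. A check of cell composition with marker genes, planned before the data were examined, was void because only 1 of 12 fibroblast and epicardial markers and 6 of 12 cardiomyocyte markers had a symbol here, 19 of 72 over all cell types. A higher collagen level from more scar tissue per pool and one from higher expression per cell could not be separated.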
